# mDrop-Seq: Massively Parallel Single-Cell RNA-Seq of *Saccharomyces cerevisiae* and *Candida albicans*

**DOI:** 10.3390/vaccines10010030

**Published:** 2021-12-27

**Authors:** Ryan Dohn, Bingqing Xie, Rebecca Back, Alan Selewa, Heather Eckart, Reeta Prusty Rao, Anindita Basu

**Keywords:** mDrop-seq, scRNA-seq, high-throughput, fluconazole, *Candida albicans*, *Saccharomyces cerevisiae*, stress response, cell-cycle

## Abstract

Advances in high-throughput single-cell RNA sequencing (scRNA-seq) have been limited by technical challenges such as tough cell walls and low RNA quantity that prevent transcriptomic profiling of microbial species at throughput. We present microbial Drop-seq or mDrop-seq, a high-throughput scRNA-seq technique that is demonstrated on two yeast species, *Saccharomyces cerevisiae*, a popular model organism, and *Candida albicans*, a common opportunistic pathogen. We benchmarked mDrop-seq for sensitivity and specificity and used it to profile 35,109 *S. cerevisiae* cells to detect variation in mRNA levels between them. As a proof of concept, we quantified expression differences in heat shock *S. cerevisiae* using mDrop-seq. We detected differential activation of stress response genes within a seemingly homogenous population of *S. cerevisiae* under heat shock. We also applied mDrop-seq to *C. albicans* cells, a polymorphic and clinically relevant species of yeast with a thicker cell wall compared to *S. cerevisiae*. Single-cell transcriptomes in 39,705 *C. albicans* cells were characterized using mDrop-seq under different conditions, including exposure to fluconazole, a common anti-fungal drug. We noted differential regulation in stress response and drug target pathways between *C. albicans* cells, changes in cell cycle patterns and marked increases in histone activity when treated with fluconazole. We demonstrate mDrop-seq to be an affordable and scalable technique that can quantify the variability in gene expression in different yeast species. We hope that mDrop-seq will lead to a better understanding of genetic variation in pathogens in response to stimuli and find immediate applications in investigating drug resistance, infection outcome and developing new drugs and treatment strategies.

## 1. Introduction

The rise of high-throughput single-cell mRNA sequencing (scRNA-seq) has led to a greater understanding of the functional and phenotypic heterogeneity present in our body on a cellular level. Primarily developed for mammalian cells [1], scRNA-seq uses the transcriptome of a single cell to analyze cell type [1], cell state [2], and cell response [3]. While variation between different cell types (in a multicellular organism) or cells of different species may be expected, scRNA-seq techniques have shown that there is significant cell-to-cell heterogeneity even between otherwise identical cells [4]. High-throughput techniques can examine thousands of cells at once, adding statistical power to determine variability between cells [1,5].

Technological challenges, such as the tough cell walls, small size, and concomitantly smaller amounts of transcripts per cell [6] however, have prevented similar applications in unicellular microbial organisms [7]. The strength and rigidity of the microbial cell walls composed of diverse components, e.g., peptidoglycans in bacteria, and chitin and β-glucan layers in yeasts [8,9,10], make them resistant to most lysis agents used for scRNA-seq. Microbes also have significantly less mRNA compared to animal cells, with estimates ranging up to two orders of magnitude less for bacterial cells [11,12].

Despite the challenges, achieving high-throughput microbial scRNA-seq is essential to understanding the heterogeneity and complex interactions between cells in a population. A few recent studies have profiled *S. cerevisiae* at high throughput with single-cell resolution using multiple cells from clonal populations to increase signal [13], the 10X platform [14,15], as well as the Drop-seq platform [16]. Plate-based scRNA-seq in Muñoz et al. [17] was used for isolated macrophage-*C. albicans* pairs. However, clinically relevant yeast species, such as *C. albicans*, have yet to be characterized at single-cell resolution and high-throughput. Single-cell RNA-seq on fungal pathogens such as *C. albicans* and *Candida auris* can help understand the commensal-to-pathogenic switch that leads to opportunistic infections [18,19]. As a common hospital-acquired infection, *C. albicans* can cause both superficial infections in humans and severe systemic infections in immunocompromised individuals [20]. Understanding the heterogeneity in how individual yeast cells respond to changes in the hosts’ immune system or their shifting microbiome can help treat and prevent such infections. The emergence of drug-resistant microbes is an urgent human health crisis [21]. Molecular mechanisms that confer protection to a select few cells when the parent population is decimated by anti-microbial agents can help understand the rise of drug-resistant strains [22].

Here, we present microbial Drop-seq, or mDrop-seq as a method of high-throughput scRNA-seq of different yeast species [16]. With modifications to the Drop-seq platform [1], we were able to accomplish microfluidic compartmentalization of single cells, in-droplet lysis and cellular barcoding of two species of yeast, viz., *S. cerevisiae* and *C. albicans* for scRNA-seq at scale. We quantified the transcriptional heterogeneity within clonal populations of yeast cells and profiled their response at single-cell resolution to environmental stresses, such as heat shock, and exposure to fluconazole, a common anti-fungal agent. Under heat shock at 42 °C, we observe differential expression of key stress response genes, including *HSP12*, *HSP26*, and *HSP42* in *S. cerevisiae* cells. When exposed to fluconazole, *C. albicans* cells show differential upregulation of key drug target pathways such as ergosterol biosynthesis and ribosome activity and an overall increase in histone activity. Importantly, both *S. cerevisiae* and *C. albicans* show disruption in their cell cycle patterns under heat shock and fluconazole exposure, respectively. Taken together, we posit that the cell cycle state of the yeast cell in a population of continuously cycling cells is related to the variability in the cell’s response to stress. mDrop-seq’s ability to simultaneously profile a mix of *S. cerevisiae* and *C. albicans* cells demonstrate that different fungal species are amenable to simultaneous single-cell transcriptomic profiling using mDrop-seq. mDrop-seq will help decipher transcriptional variability and the use of alternate stress response pathways in yeasts in response to external stresses such as drug treatment and find immediate use in developing new classes of drugs or vaccines for emerging drug-resistant populations.

## 2. Results

### 2.1. Optimizing Single Yeast Cell Lysis in Droplets

The scRNA-seq workflow for yeasts in microfluidic drops is shown in Figure 1A (left). To establish a high-throughput scRNA-seq method for yeast cells such as *S. cerevisiae* and *C. albicans*, we adapted the emulsion droplet and bead-based DNA barcoding scheme used in Drop-seq [1] and DroNc-seq [23]. Initial experiments were performed using *S. cerevisiae*, a popular model organism that is amenable to technology development due to easier lysis of the species’ relatively thinner cell wall (~120 nm, compared to ~150 nm thick cell walls in *C. albicans* [24]). *S. cerevisiae* also has a well-annotated genome that is useful to establish data analysis tools. Figure 1A (right) lists all mDrop-seq experiments performed on *S. cerevisiae* (SC) and *C. albicans* (CA) in this study. Laboratory strains BY4741 and SC5314 were used for *S. cerevisiae* and *C. albicans*, respectively.

To determine the duration of droplet incubation for optimal zymolyase activity needed for each species, a single collection of mDrop-seq droplets on *S. cerevisiae* was split into three different pools and each pool was incubated in a 37 °C water bath for 10, 15, and 20 min, guided by bulk lysis experiments. The droplets were inspected by optical microscopy following incubation to ensure droplet stability and cell lysis.

The 10 min lysis incubation yielded a lower quantity of cDNA, indicating incomplete lysis and was excluded from further analysis. The 15- and 20-min incubations generated two libraries, indicated as SC_15min_Rep1 and SC_20min_Rep1. There were ~5000–10,000 cells processed per sample. Figure 1B shows the number of features (left), as a proxy for genes, and Unique Molecular Identifiers or UMI (right), as a proxy for a number of mRNA molecules captured per cell barcode. The UMI identifies individual mRNA molecules detected, allowing correction for PCR replicates to prevent PCR bias. Supplementary Table S1 summarizes the total and average number of reads from each sample, number of cells, mean number of genes and UMI obtained from a single cell, and the total number of unique genes obtained per experiment. We filtered out cell barcodes with less than 200 or more than 2000 genes detected, as they likely represent poor quality cells or multiple cells loaded in a single droplet, respectively. Across all experiments, we saw only 30–35% more UMI compared to the number of genes detected [25]. This experiment was performed twice.

The two mDrop-seq datasets from the lysis trial, SC_15min_Rep1, SC_20min_Rep1 overlap in principal component (PC) space (Figure S1A–C), with a Pearson correlation >0.99 between the datasets for UMI counts. This allowed us to combine the SC_15min_Rep1, SC_20min_Rep1 datasets into a single dataset of 12,012 cells, which we used to systematically explore differential expression (DE) in *S. cerevisiae* genes. Figure 1C shows the combined dataset in Uniform Manifold Approximation and Projection (UMAP) space [26]. Cell cycle assignment and regression of this dataset are discussed in the Supplementary Material and Figure S1D–H. The genes with the highest expression were involved in glycolysis (*TDH3*, *ENO2*, *FBA1*), stress response (*HSC82*), or ribosome biogenesis (*RPP2B*) (Figure 1D). As these cells were grown in a 2% glucose medium and lysed in log phase, the presence of glycolysis genes is expected. We also saw the expression of general stress response genes common to heat shock, along with DNA replication stress and oxidative stress that we attribute to the yeast cells responding to stresses (e.g., enzymatic lysis, heat) during cell lysis. We also observed a stress-induced batch effect within our biological replicates, which is discussed in our Supplementary Material.

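Bulk RNA-seq of untreated S. cerevisiae was represented by 1 library, so no value from it has a replicate check. The strain was BY4741, a laboratory strain in which LEU2, MET17 and URA3 are deleted and HIS3 is deleted in part. The cells were taken 4 h after dilution, about 8000000 cells were lysed at 37 °C for 20 min, and poly-adenylated RNA was copied with an oligo-dT primer and template switching and amplified for 12 cDNA cycles before Nextera library preparation. The authors aligned the reads with STAR 2.7.0a and deposited the counts that featureCounts gave for each listed feature, without normalization. How reads that map to several places or lie on overlapping features were counted, and whether the strand was used, is not given in the sources used here. A total of 11276011 counts fell on 6600 listed features, of which 6203 had at least 1 count and 5746 at least 10. CPM are counts per 1000000 of this total. A count of 0 was given a limit of 0.266 CPM (3 counts of the total). The exact 95% Poisson interval of such a count is wider and reaches 0.327 CPM. The intervals are exact 95% intervals, Poisson for CPM and Clopper-Pearson for shares, and cover counting error only, since PCR copies were not told apart by molecular identifiers. Positions are those of the R64 annotation, in which 5917 of the listed features were found by systematic name.
The feature with the highest count was the cell wall gene CCW12 (YLR110C, chromosome XII, 369697 to 370098), with 273991 counts or 24299 CPM (95% interval 24208 to 24390). It was followed by TDH3 with 262547 counts, ENO2 with 256717, PDC1 with 231073, FBA1 with 210911 and ADH1 with 203394, all of glycolysis and fermentation. The 15 highest features held 20.3% of the counts (95% interval 20.28 to 20.32), and the 50 highest held 37.4%. Ribosomal protein genes (138 features, chosen by symbol) held 36.2% of the counts (36.1 to 36.2), and 19 glycolysis and fermentation genes held 12.0% (11.98 to 12.01). Within the latter set 6 genes had no more counts than GPM1: PYK2 with 102, CDC19 with 235, HXK1 with 253, PGK1 with 913, GLK1 with 1038 and GPM1 with 1165, and the last 300 nt of GPM1 and PGK1 lie within the inferred positions of other listed ORFs. If reads on overlapping features were left out of the counts, the shares of both gene sets leave them out too. The size of such a loss was not measured. LEU2, MET17 and URA3 had 0 counts each, and HIS3 had 746. ACT1 had 31606 counts.

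**Figure D1:**
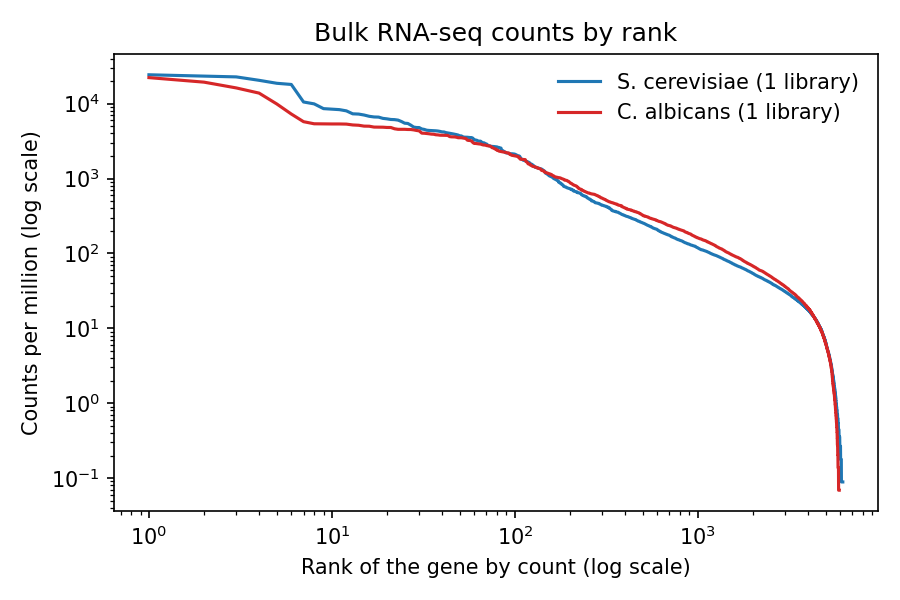
CPM of each gene with at least 1 count (vertical axis, log scale) against its rank by count (horizontal axis, log scale) in the bulk RNA-seq libraries of S. cerevisiae and C. albicans, 1 library each. The highest feature holds 2.43% of the counts in S. cerevisiae and 2.23% in C. albicans.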

To compare mDrop-seq with bulk RNA-seq, we also performed population-level RNA-seq on *S. cerevisiae*. 

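The S. cerevisiae bulk library gives 1 side of a comparison with pseudo-bulk data, and the mDrop-seq and public datasets were not analysed here. To measure what counting noise alone leaves of a Pearson correlation at this depth, the library was split at random into 2 equal parts 100 times, and r was taken across all 6600 features, which are not independent replicates. On counts, the median r was 0.99996 (range over draws 0.99995 to 0.99997). On log2(CPM + 0.1) the median r was 0.992. PCR copies of the same molecule can fall in both parts, so these values cover the counting of reads and not the sampling of molecules.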

A pseudo-bulk [1] comparison of the mDrop-seq dataset showed a Pearson’s correlation of 0.85 with our bulk RNA-seq, and an overall good correlation (~0.8, on average), with public RNA-seq datasets [27]. 

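How far a Pearson correlation of counts rests on a few genes was taken from the S. cerevisiae bulk library alone. Which transformation or normalization, if any, the paper's correlations used is not given in the sources used here. The shares on counts may therefore not apply to them. CCW12 held 12.3% of the sum of squared deviations from the mean count, and the 15 highest features together held 70.2%. On log2(CPM + 1) the share of the highest feature was 0.227%. Between random parts of 10000 counts each, drawn from this library without overlap, the median r was 0.980 (range over 100 draws 0.973 to 0.983).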

The correlation in transcript counts between our bulk RNA-seq and public datasets was 0.85, comparable to mDrop-seq.

### 2.2. Single-Cell Specificity of mDrop-Seq Confirmed by Species Mixing Experiments

To establish that mDrop-seq has single-cell specificity, species-mixing experiments [1] were performed using a mix of *S. cerevisiae* and *C. albicans* cells. Species-mixing experiments allow checking for “doublets”, or cell barcodes that capture two cells, assuming that a fraction of such drops will capture both *S. cerevisiae* and *C. albicans* cells and the corresponding cell barcodes will align to both *S. cerevisiae* and *C. albicans* genomes. The probability of finding one or more cells in a single drop is estimated assuming a uniform concentration of cells in the loading medium following a Poisson distribution. The Poisson parameter, λ governs the cell distribution in drops and may be used to calculate the fraction of cell doublets, etc. in the experiment. Two different cell-loading conditions were tested at 350,000 and 700,000 cells/mL, representing Poisson loading parameter, λ = 0.077 and 0.15, respectively. Across 4120 cells detected at λ = 0.077 or 7.7% Poisson loading, the majority of the barcodes map to one genome only, with only 47 barcodes mapping to both *S. cerevisiae* and *C. albicans* genomes (Figure 1E, left). Assuming that cross-species doublets make up half of all doublets (a similar number of barcodes would contain two *S. cerevisiae* cells or two *C. albicans* cells), we estimate the doublet rate to be ~2.3% of all barcodes detected. Figure 1E, right, shows a similar species-mixing experiment at λ = 0.15 or 15% Poisson loading; across 8080 cells detected, only 173 cells map to both genomes, giving a final doublet rate of ~4.2%. A Poisson loading of 15% was used for all *S. cerevisiae* and *C. albicans* experiments. These species mixing experiments also demonstrate that mDrop-seq is capable of simultaneous single-cell profiling of a mix of different yeast species. This feature may be useful in characterizing a fungal microbiome composed of multiple yeast species without the need to sort cells by species.

### 2.3. Heterogeneity in Heat Shock Response of Saccharomyces cerevisiae

To test the efficacy of mDrop-seq in detecting transcriptional changes in yeast cells to stimuli, *S. cerevisiae* cells were subjected to heat shock prior to running mDrop-seq. Heat shock is a widely conserved response in cells that involves the expression of protein chaperones [28]. The cells underwent a 20 min heat shock at 42 °C and then were chilled on ice before running mDrop-seq. The *S. cerevisiae* dataset in Figure 1C was used as the control for the heat shock experiments.

Two replicate mDrop-seq experiments on heat shock stimulation of *S. cerevisiae* cells showed significant similarity in expression (Pearson correlation of 0.96). The second replicate showed a slight increase in genes and UMI detected (587 and 1053, respectively) in Figure 2A. The heat shock replicate experiments were performed on different days, using independent cultures grown from the same stock.

Compared to the control, we see the upregulation of several stress response genes (the mean expression of the control and heat shock data showed a Pearson correlation of 0.74 in Figure 2B). We ordered the genes in the control and heat shock datasets by descending log fold change (logFC). For many of these genes, the p-values are small (Wilcoxon Rank Sum test, adj-p < 1 *×* 10^−10^, Bonferroni correction) with many adj-p < 2.225 *×* 10^−308^ (lowest value reported in Seurat). Among the genes induced under heat shock, we see several genes involved in heat shock-related stress response, such as *HSP12* (logFC = 1.78) as well as other heat shock protein (HSP) family genes associated with other types of stress response (Figure 2C and Figure S3C). We also see significant differential expression in genes marked for protein transport, such as *KAR2* (logFC = 2.49; Figure S3A) and DNA replication stress, such as *RTC3*, *NCE103* (logFC = 2.68, 2.51, respectively; Figure S3B) under heat shock. House-keeping genes, such as *ACT1*, histone gene *HTB1*, ribosomal genes, and glycolysis genes (Figure 2D and Figure S3D) are present in both datasets, with slightly higher expression (logFC = 0.6, 1.1, and 1.5 for *HTB1, ACT1*, and *RPP2B*, respectively) in the control dataset. These results suggest that mDrop-seq has the power to detect cellular responses to stimuli on a single-cell level.

### 2.4. Activation of Stress Response in S. cerevisiae under Heat Shock

To investigate the sequence of activation in stress response genes in *S. cerevisiae* under heat shock, we applied trajectory analysis [29] on a subset of control and heat-shocked *S. cerevisiae* data. Three datasets, SC_15min_Rep2, SC_20min_Rep2 and SC_HeatShock_Rep2 were integrated (Figure S4A,B) and cell-cycle module scores were assigned to each cell. We then used Monocle v2 [29] to infer the expression changes during heat shock in pseudo-time (Figure 2E–G, with Figure S4C showing the corresponding pseudo-time ordering of cells). Figure 2E shows the trajectory where the control samples, SC_15min_Rep2 and SC_20min_Rep2 overlap with each other, while the heat shock sample SC_HeatShock_Rep2 diverge into two separate branches indicative of two distinct pseudo-states. When marked by each cell’s cell-cycle phase (Figure 2F), we note that both branches of the trajectory taken by the heat-shocked sample are dominated by S phase cells. In contrast, the G1, S and G2M phases largely overlap for the control samples. Next, we compared the cell-type clustering results with trajectory analysis. Figure 2G shows the pseudo-time trajectory where each cell is colored according to the unsupervised cluster it belongs to, shown in Figure S4A. The UMAPs in Figure S4B show the contribution of each sample to the overall clustering: we note that cells in cluster 0 come mostly from the control samples (left, middle) and cluster 2 is composed of cells primarily from the heat shock sample (right). These results are consistent with Figure S4D where cells in cluster 0 predominantly occur in control samples (left, middle) and cluster 2 in the heat shock sample (right). DE analysis was performed on the two branches of the heat shock sample using the Wilcoxon Rank Sum test. The expression level in the logarithmic scale was visualized on the trajectory tree plot (Figure S4E). Heat shock genes, *HSC82*, *HSP12* and *HSP82* (Figure S4E) are differentially expressed between the two branches of the trajectory indicating differential response in *S. cerevisiae* cells to heat shock.

### 2.5. Characterizing Expression Heterogeneity in Candida albicans Cells

To demonstrate the utility of mDrop-seq in profiling different yeast species, we applied mDrop-seq to *Candida albicans*, a common hospital-acquired infection that can become life-threatening [30]. This yeast has several features that make it challenging for droplet single-cell profiling. Thicker cell walls in *C. albicans* compared to *S. cerevisiae* (~150 nm and ~120 nm, respectively [24]) make their lysis more difficult. This species also has a hyphal phenotype that can clog microfluidic channels and disrupt flow and droplet generation. The Droplet Yeast Lysis Buffer or DYLB (see Methods) used for *S. cerevisiae* cells failed to lyse *C. albicans* cells (as assessed under a microscope). The *C. albicans* Lysis Buffer used in our experiments is similar to DYLB but with higher concentrations of both detergent and enzyme (see Methods). We performed two replicates of lysis experiments (15, 20, and 25 min) to establish the ideal incubation time for lysis and RNA capture of *C. albicans* in drops. The 25 min lysis from the second replicate did not produce a library due to technical error. Average counts varied between the five libraries (Table S1), consistent with lysis experiments performed in bulk. Gene cutoffs were determined for each lysis time and replicate; this ranged from 175 to 370. A total of 14,320 *C. albicans* cells were detected across two replicate datasets. Lysis time of 20 min outperformed the other lysis times in both replicates in terms of genes and UMI captured (Figure 3A, Table S1). We combined the 15- and 20-min incubation datasets from replicate 1 (CA_20min_Rep1 and CA_25min_Rep1) to construct a combined dataset with 4006 cells (Figure S5), with lower and upper cutoffs of 220 and 1600 genes per cell. The 15 min lysis experiment yielded poor data and was excluded from further analysis.

The 15- and 20-min libraries (CA_15min_Rep2 and CA_20min_Rep2) in replicate 2 were combined into a dataset containing 10,314 cells. The gene with the highest expression, on average, is a white-phase yeast transcript *WH11* (Figure 3B). *C. albicans* in the white phase is the generic, round yeast form, and expected when grown in rich medium [31], as opposed to the elongated, mating-competent opaque phase [32]. These morphological forms favor growth, unlike the *C. albicans’* filamentous hyphal form [31]. *TDH3*, a gene involved in glycolysis (that also showed the highest expression in *S. cerevisiae*), is the fourth highest expressed gene in the *C. albicans* (in both replicates, also see Figure S5A). Potentially due to the difference in genes and UMI detected, CA_15min_Rep2 and CA_20min_Rep2 were separated in PC space (Pearson correlation = 0.96). The data were integrated to find common structures in the data without the interference of batch variation. After integration [33], we see several distinct clusters (clusters 2, 3, and 5) in this dataset (Figure 3C) that separate out from the remaining cells. Cluster 3 is marked by the expression of GPI-anchored cell wall genes such as *FGR41* and *PGA38* (Figure 3D). Clusters 2 and 5 are heavily represented by histone tail genes as markers (Figure 3E), indicating that these clusters may represent variation caused by the cell cycle. Transcription factors *STP4* and *ADR1* encoding zinc finger proteins and implicated in *C. albicans* virulence, [17,34] and *GNP1*, a transmembrane transporter of amino acids are moderately expressed across the entire population (Figure 3F). *OLE1*, involved in filamentation, also shows high expression across all cells (Figure 3F). Figure 3G shows a heatmap of the most significantly expressed genes in each cluster. Cell cycle analyses of both *C. albicans* replicates are discussed in Supplementary Material.

Our population-level RNA-seq data showed a modest Pearson correlation of 0.70 with pseudo-bulk [1] data constructed from mDrop-seq and 0.64 with a publicly available dataset of *C. albicans* [35]. 

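Population-level RNA-seq of untreated C. albicans was represented by 1 library, again with no replicate check. About 8000000 cells were lysed at 37 °C for 20 min in the lysis buffer for this species, and the cDNA was amplified for 13 cycles. The methods give 20 h of growth after dilution, and the sample's labels add that no dilution took place 4 h before the cells were used. The authors' alignment and counting were those of the S. cerevisiae library, on the C. albicans genome. A total of 14538717 counts fell on 6214 listed features, of which 5930 had at least 1 count. A count of 0 was given a limit of 0.206 CPM, again 3 counts of the total. The 15 highest features held 13.7% of the counts (exact Clopper-Pearson 95% interval 13.65 to 13.69, counting error only). The features are listed by identifiers that no table used here pairs with gene names. The highest were orf19.2767 with 323664 counts and orf19.3997 with 281596.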

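Only the population-level side of these correlations was analysed here. Across the 6214 C. albicans features, the Pearson r between 2 random equal parts of the library had a median of 0.99995 on counts over 100 draws (range 0.99994 to 0.99996) and of 0.995 on log2(CPM + 0.1). Features are not independent replicates, and PCR copies of the same molecule can fall in both parts.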

The correlation between our population-level data and the public dataset was 0.84, by comparison.

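In the C. albicans population-level library, orf19.2767 held 17.3% of the sum of squared deviations from the mean count, and the 15 highest features held 59.7%. On log2(CPM + 1) the share of the highest feature was 0.220%. Random parts of 10000 counts each had a median r of 0.967 (range over 100 draws 0.961 to 0.971). The public dataset was not analysed here. Whether the paper's correlations used transformed or normalized values is not given in the sources used here, so the shares on counts may not apply to them.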

### 2.6. Differential Expression in Candida albicans in Response to Fluconazole Exposure

Fluconazole is an anti-fungal agent commonly used to treat infections from various *Candida* species. *C. albicans* cells were exposed to fluconazole over the course of 3 h, with samples taken for running mDrop-seq prior to exposure, at 1.5 h and 3 h. Fluconazole is a bis-triazole antifungal agent that binds to cytochrome P-450 to disrupt the conversion of lanosterol to ergosterol [36]. Previous experiments showed that *C. albicans* responds to the presence of fluconazole in a variety of ways, such as increasing expression of the drug target genes, increasing drug efflux, and finding compensatory pathways for ergosterol biosynthesis [37]. We sampled a population of *C. albicans* cells before (as control) and after (1.5 and 3 h) exposure to 15 µg/mL fluconazole, which is slightly higher than the C_max_ dose of 400 mg [38]. These experiments were performed twice. *C. albicans* strain SC5314 was shown to be susceptible to fluconazole with a tested MIC50 of 0.156 µg/mL and an MIC80 of 1.25 µg/mL [39]. MIC values were determined via broth microdilution assay in accordance with CSLI standards [39].

We saw an increase in UMI and genes detected per cell when exposed to fluconazole, across replicates (Figure 4A and Figure S8A). Figure 4B shows a UMAP plot of the integrated dataset (control, 1.5 and 3 h) from replicate 1 with a slight separation between the control and fluconazole-exposed samples (replicate 2 shown in Figure S8). In contrast, there was very little separation between the samples at 1.5 and 3 h fluconazole exposures. The mean gene expression of the control library yielded a Pearson correlation of 0.91 for the 1.5 h and 0.88 with the 3 h time-points (Figure 4C).

When comparing the 1.5 and 3 h time-points of fluconazole treatment to the control, we saw significant upregulation of several ergosterol biosynthesis pathway genes that alter *C. albicans* susceptibility to different classes of antifungal drugs such as azoles and allylamines [40]. Figure 4D shows six of these genes, with *ERG11* being the main drug target of fluconazole and *ERG1*, associated with terbinafine resistance [41] (LogFC = 1.26, 1.71, 1.02, 1.53, 1.34, and 2.00 for *ERG11*, *ERG252*, *ERG1*, *ERG13*, *ERG10*, and *ERG6*, respectively). ABC transporters used for drug efflux were not detected, likely due to the short duration of our fluconazole treatment [37]. The fluconazole-treated cells also showed increased expression of many histone genes (LogFC > 2) compared to control (Figure S9A). Note that histone genes in yeasts have poly-adenylated tails, unlike in humans [42]. Histone genes are discussed further in the Supplementary Material.

Using DE analysis on the combined dataset, we identified the following genes of interest: DE genes that show higher expression in the fluconazole treated datasets, e.g., *CHT2*, *INO1*, *POL30, TNA1, RHD3, HXK2* (Figure 4E) that included several antigenic genes and genes upregulated during a host immune response; DE genes that show increased expression in the control data that decreased with time under fluconazole treatment, e.g., *ASR1*, *ASR2*, *WH11*, *HSP70*, *AHP1* (Figure 4F) associated with core and heat shock specific stress responses; and DE genes that show the highest expression transiently in the 1.5 h fluconazole treated sample, e.g., *MRV5, ADH2*, *SOD5*, *CAR1* (Figure 4G) associated with acid, osmotic and alkaline stress responses. Violin plots of housekeeping genes *ACT1*, *PDA1*, *TDH3*, and *PGK1* are shown in Figure S9B for comparison.

Next, we performed cell cycle analysis on the combined dataset (CA_Fluconazole-ctrl, 1.5, 3h_Rep1) from the control, 1.5 and 3 h time-points of the fluconazole treatment. When colored by the cell-cycle phase, the UMAP of the combined dataset (Figure 4H) showed some clustering by the cell cycle. We also saw a significant increase in the number of cells assigned to the S phase under fluconazole treatment (3.2× and 1.8× for 1.5 and 3 h, respectively; Supplementary Table S2) compared to the control dataset. Cells under stress tend to go into cell cycle arrest [43]. Increased expression of ERG genes was also associated with slow growth in yeasts [44]. Since many histone genes occur in the list of marker genes for the S phase, we verified that high histone activity alone in the fluconazole-treated cells was not skewing our cell cycle assignment towards the S phase (see Analysis of cell cycle phases in *C. albicans* in Supplementary Material).

Unsupervised clustering of the combined CA_Fluconazole_Rep1 data, after cell cycle effects were regressed out (Figure 4I), showed clusters of cells exhibiting histone activity (cluster 4), ribosome activity (clusters 4, 6), synthesis of ribonucleoproteins and Hap43 induced proteins, along with a reduction in iron metabolism (cluster 5; violin plots of expression for some genes in this cluster are shown in Figure S10A), stress response (cluster 7), synthesis of the cell wall and vacuolar proteins (cluster 8), and nucleolar activity (cluster 9). When cells from each time-point were plotted separately (Figure S10B), we saw that some cell clusters were present predominantly in either control or fluconazole-treated time-points, e.g., clusters 5 and 7 in control, cluster 4 at 1.5 h, and cluster 6 at 3 h. The number of cells in clusters 2 and 3 decreased monotonically between control, 1.5 and 3 h time-points. Similar analyses of fluconazole treated *C. albicans*, replicate 2 are shown in S11A. These results show interesting variability in transcriptomic response between cells to fluconazole, potentially providing insight into differences in resistance between cells. Biological replicates were analyzed separately due to batch effects between the replicates potentially interfering with biological variation within the data.

### 2.7. Trajectory Inference in Fluconazole Stimulation in Candida albicans

Since the fluconazole treatment led to steady changes in gene expression along the 3 h time course, we attempted to capture the temporal changes in gene expression by constructing pseudo-time trajectories for the *C. albicans* stimulation, using Monocle, an R package [29]. We assumed the control (untreated) sample as time t = 0 h in the fluconazole treatment for this analysis. Figure 4J,K show the pseudo-temporal trajectories of CA_Fluconazole_Rep1 response to fluconazole, marked by experimental time-point and cell-type clusters (identified by unsupervised clustering and shown in Figure 4I), respectively. Based on prior knowledge, the tip (bottom left) in Figure 4J was set as the starting point for pseudo-time construction. The occurrence of the untreated control (blue) on the left of trajectory in Figure 4J and the fluconazole treated samples (coral–1.5 h; green–3 h) to the right are consistent with the inferred pseudo-time progression (Figure S10C). Figure S10D shows the increasing expression of *ERG10* and *ERG11* genes that mediate resistance to fluconazole and other antifungal agents along the trajectory [37].

The contributions of each experimental time-point to the different branches of the pseudo-time trajectory are shown in Figure S10E,F, marked by cell-type clusters and cell cycle stages, respectively, while broken down by control (left), 1.5 h (middle) and 3 h (right) time-points. The branches to the left were predominantly composed of cells from the control sample. S phase assignment dominated the fluconazole treated cells (Figure S10F, middle, right), as seen from cell clustering.

Similar analyses of fluconazole treated *C. albicans*, replicate 2 (CA_Fluconazole_Rep2) are shown in Figure S11. As seen in *C. albicans* replicate 1, the representation of each sample along the pseudo-time trajectory is consistent with experimental time-points (Figures S8I and S11B), starting with control (left) cells at the tip, followed by 1.5 h fluconazole-treated cells (middle) and finally the 3 h treated cells (right). Cells belonging to the S phase also dominate the fluconazole treated samples (Figure S11C, middle, right), similar to *C. albicans* replicate 1.

In summary, pseudo-time analysis of *C. albicans* that were exposed to fluconazole shows that cell activation trajectory in pseudo-time can be used to infer the temporal sequence of gene expression in yeast cells under external stimuli.

## 3. Discussion

As noted earlier, single-cell genomic analyses of microbial species have been difficult due to challenges in single-cell lysis and low input material in microbial cells. Yeasts and other fungi have poly-adenylated tails on the 3′ end of their mRNA, allowing selective mRNA capture using poly-dT oligonucleotides that is not possible in bacterial cells making fungi more experimentally tractable among microbial species.

We established the feasibility of mDrop-seq to profile transcriptional heterogeneity in fungal species at single-cell resolution and at scale by performing mDrop-seq on a total of 35,109 single cells of *S. cerevisiae* and 39,705 *C. albicans* cells across multiple replicates, experimental conditions and environmental stimuli in the form of heat shock (*S. cerevisiae*) and fluconazole exposure (*C. albicans*). Based on Drop-seq and DroNc-seq [1] used to profile gene expression in mammalian cells, mDrop-seq leverages existing single-cell experimental and computational tools and allows for the lower barrier of entry and easy adaption of single-cell RNA-seq on fungal species for labs that are set up for Drop-seq or similar workflows.

### 3.1. Droplet Content and Stability

To implement mDrop-seq, we needed to overcome the challenge of microbial cell lysis in emulsion drops, while maintaining droplet stability and RNA integrity for downstream molecular biology reactions. This was accomplished through a combination of zymolyase and sarkosyl activity in drops, along with thermal incubation. The enzyme, zymolyase targets a common component of fungal cell walls and requires thermal activity; the detergent, sarkosyl is a strong lytic agent that works ubiquitously on mammalian, zebrafish, *C. elegans* and fruit fly cells [45,46,47]. Different concentrations of zymolyase and sarkosyl were used in the mDrop-seq lysis buffers for *S. cerevisiae* and *C. albicans* (see Methods), based on bulk and droplet-based lysis experiments on the two species. We posit that similar cocktails consisting of zymolyase and sarkosyl will prove effective on a broad class of fungal species that share similar cell wall properties to *S. cerevisiae* and *C. albicans*, including clinically relevant species such as *C. auris*. Anti-fungal peptides [48] that target specific components of the fungal cell wall may also be added to the lysis cocktail of zymolyase and sarkosyl.

The stability of emulsion drops and the efficacy of downstream reactions are affected by droplet contents. We note that a high concentration of detergent in the lysis buffers, e.g., 3.3% sarkosyl in the *C. albicans* lysis buffer, is detrimental to stable droplet formation, necessitating lower flow rates on the microfluidic device. Since reverse transcription in mDrop-seq was performed outside microfluidic drops after the emulsion was broken following single-cell lysis and mRNA capture on barcode beads in drops [1,23], the compatibility of lysis buffer and reverse transcriptase was not an issue. The DYLB and *C. albicans* lysis buffer used in our experiments were optimized for the microfluidic device [23], oil-surfactant mix, and flow parameters used here. While stable droplets may be generated at higher flow rates with other surfactants, we prefer the oil-surfactant mix used here due to its relatively low cost, long shelf-life and easy availability.

### 3.2. Sequencing and Alignment

We used Illumina Paired End (PE) sequencing for mDrop-seq. Due to the relatively lower complexity of the yeast mDrop-seq libraries in general, or GC content bias (~37%, in *C. albicans* and (~41% in *S. cerevisiae*, reported by *FastQC*), we found it beneficial to sequence these libraries multiplexed with more complex libraries such as human (~45%, from *FastQC*) or use higher Illumina PhiX concentration to improve the overall quality of sequencing runs.

The 20 bp long Read 1 sequence was used to de-multiplex the cell barcode and UMI while the 60 bp Read 2 was used to identify the 3′ end of transcripts. While longer read lengths can help reduce multi-mapping in complex genomes such as the human at 3.1 Bb [49], yeast genomes are typically much smaller, e.g., 12 Mb for *S. Cerevisiae* [50] and 14.7 Mb for *C. albicans* [51]; so transcripts with shorter read lengths (~30 bp) can be uniquely mapped to them. Figure S12A shows the percent of uniquely mapped reads (left) and reads mapping to multiple loci (right) as functions of Read2 fragment lengths for *S. cerevisiae*, *C. albicans* and human genomes. We also compared the effect of clipping the transcript fragments on the 3′ vs. 5′ ends on STAR [52] aligner and saw no noticeable difference in mapping rates between the two.

UMI identifies individual mRNA molecules, allowing us to collapse PCR replicates and prevent PCR bias. Across all mDrop-seq experiments, we saw ~30–120% more UMI compared to the number of genes detected, with higher percent UMIs detected in the heat shock experiments in *S cerevisiae* or fluconazole treatment in *C albicans*, compared to their respective controls. The majority of genes detected had only a single count of transcripts attributed to them. This is expected because most yeast genes are expressed as single copies of mRNA at any time [25]. This may make it difficult to differentiate between true variation and drop-outs in the data; a problem in scRNA-seq that is exacerbated in yeasts.

### 3.3. Analysis of Stress, Heat Shock and Response to Anti-Fungal Agent in Yeast Cells

When comparing the control and heat shock sample in *S. cerevisiae*, we see a very clear heat shock response and notable separation in PC and UMAP space. This separation is primarily driven by upregulation of known heat shock genes along with genes involved in DNA replication stress (e.g., *KAR2*, *LST8*, *ERO1)* and protein transport (e.g., *RTC3*, *NCE103*, *TMA10*). Using a pseudo-time trajectory analysis, we clearly see the progression from a non-stimulated control to the heat-stimulated cells, with a branch point indicating two separate heat shock responses. The most significant difference between these two branches is the differential expression of ribosomal structure (e.g., *RPL8B*, *RPL25*, *RPL36B*) vs. oxidative-reduction energetic processes (e.g., *PIG2*, *PCL8*, *GDB1*).

The *S. cerevisiae* data were normalized and batch-corrected to allow comparisons between experimental conditions, and categorized into three sub-groups: control, “stressed” control, and heat shock, for comparison. We find the “stressed” control group to be intermediate between the control and heat shock in that it showed an elevated stress-response signature for *HSP12*, *HSP26* and *HSP42* compared to the control set, but lower than the heat shock data. In addition, the heat shock data showed expression of genes related to heat shock stress, e.g., *HSP30*, and *PIN3*, DNA replication stress, e.g., *LST8*, *BTN2*, *ERO1*, and protein transport, e.g., *RTC3*, *TMA10* and *SPI1* that were absent in the control and “stressed” control samples. We saw similar levels of transcription for housekeeping genes, e.g., *ACT1, HTB1*, *TDH2*, and *FBA1* across all groups. Others of interest are genes such as *AIM44*, *PIR1*, *PST1*, and *EGT2*, associated with cell wall stability and cell budding that were expressed in a subset of cells clustering together in the control data.

Using gene lists specific to the G1, S and G2M phases to the cell-cycle, we scored and assigned each cell to a unique cell-cycle phase for both *S. cerevisiae* and *C. albicans*. Cells that could not be unambiguously assigned to any particular cell-cycle phase were marked as NA. In both heat shock and drug treatment experiments, we see a significant decrease in the number of G2M phase cells (Supplementary Table S2) and an increase in cell numbers assigned to the S phase. Since fluconazole treatment may be expected to elicit a stress response in yeasts, we propose that yeast cells are in general likely to get arrested in the S phase under stress.

Since fungal histone mRNA are polyadenylated [42] and thus amenable to mDropseq capture, we were able to characterize histone activity in *S. cerevisiae* and *C. albicans.* Overall, we saw the significant differential expression of genes associated with histone activity in the cellular sub-sets identified by unsupervised clustering of both *S. cerevisiae* and *C. albicans* populations. The increase in the number of cells expressing histone genes in environmentally perturbed datasets may be due to stalling of the cell cycle in the S phase. The increase in the fraction of the cells belonging to the S phase may also be due to the higher chromatin accessibility needed for increased transcription under stress response that drives up histone expression.

mDrop-seq on *C. albicans* cells exposed to the anti-fungal agent fluconazole showed significant increases in the number of counts and genes detected, compared to control data. Much of these increases appeared to be driven by increased expression of ribosomal structure genes (e.g., *RPS27, RPS6A, RPS12*). Across both replicates, we noted significant up-regulation of several genes belonging to the Ergosterol Biosynthesis pathway, including *ERG11* that produces the cytochrome P-450 target of fluconazole. The upregulation of this pathway is a known mechanism for resisting the membrane disruptive effects of fluconazole. We did not detect any upregulation of ABC transporter genes as mechanisms of resistance. During the 3 h exposure time, we also noted several genes that increased their expression transiently, increasing quickly in expression in 1.5 h before decreasing by the end of the 3 h period. These genes included some stress-induced genes such as *SOD5* and *ADH2*, as well as *C1-08350C-A, C5-02110W-A.*

After integrating the control and fluconazole treated data for each replicate, followed by cell cycle regression and clustering analysis, we noted that the signatures of ribosomal and histone expression differences persisted within the clusters. A cluster marked by GPI-anchored proteins was also seen in the integrated data, as well as a cluster involving nucleolar and pre-ribosomal genes.

In particular, we noted increased histone activity in *C. albicans* under fluconazole exposure. Since many cell-cycle genes for the S phase in *C. albicans* are histone-related, we confirmed that the signal for the S phase assignment was preserved, compared to the G1 and G2M phases even when the histone genes were excluded from the S phase marker list (Supplementary Material). Since chromatin accessibility is needed for increased transcription under stress response, this may drive up histone expression under heat-shock in *S. cerevisiae* or fluconazole treatment in *C. albicans*.

Limitations of the study: While the strain of *C. albicans*used in our experiments is susceptible to fluconazole, antifungal drug exposures may cause contact or acquired resistance that can be reversible. The adaptability of *C. albicans*can be confounding due to the many pathways it can use to increase resistance in response to different classes of antifungal drugs [53,54]. Our experimental design simply demonstrates *C. albicans*response to fluconazole over our time-course study but cannot distinguish if these responses are intrinsic, temporary, or permanent. Further experiments will be needed to resolve the issue that is beyond the scope of this study.

### 3.4. Scalability as a Technology

mDrop-seq offers a cheap transcriptomic profiling solution for unicellular fungi and may be easily adapted in laboratories that use Drop-seq or similar techniques. Existing bioinformatics and statistical tools for single-cell analyses may be effectively leveraged to analyze fungal species at single-cell resolution. According to our estimate, the cost of single-cell library preparation using mDrop-seq is ~USD250 per sample (~5000 cells/sample). At ~50 million reads per sample, we estimate sequencing to cost an additional ~USD190 per experiment.

## 4. Materials and Methods

### 4.1. Yeast Strains and Cell Culture

*Saccharomyces cerevisiae* (strain BY4741, Open Biosystems) cells were grown as a dense culture (>1 × 10^8^ cells/mL) in YEPD (MP Biochemicals, #MP114001022) at 27 °C overnight. The *S. cerevisiae* culture was heavily diluted (1:20) in fresh YEPD medium and grown for 4 h at 27 °C, following which the cells were placed on ice and chilled.

*Candida albicans* (strain SC5314, ATCC) were grown in YEPD at 27 °C after heavy dilution (~1:375). After 20 h of cell culture, *Candida albicans* cells were chilled on ice prior to processing using mDrop-seq.

### 4.2. Heat Shock Stimulation of S. cerevisiae

After *S. cerevisiae* was grown in YEPD for 4 h post-dilution, cells were counted in YEPD using Neubauer Improved (NI) hemocytometer (InCyto, Cheonan, Korea, #DHC-N01-2). A total of 700,000 cells were aliquoted into a 1.7 mL microfuge tube and heat shock stimulation was applied by placing the tube in an Eppendorf F1.5 Thermomixer set to 42 °C and 500 rpm for 20 min. At the end of the heat shock incubation, the microfuge tube containing the *S. cerevisiae* cells were placed on ice for 5 min. The cells were then washed once with ice-cold 1X PBS (Teknova, Hollister, CA, USA, #P0195) and 0.01% BSA (NEB, Ipswich, UK, #B9000Sm), henceforth referred to as PBS-BSA, quickly recounted, and brought to a concentration of 700,000 cells/mL in PBS-BSA. A total of 10 µL of RNase Inhibitor was added to 1 mL of yeast cells in PBS-BSA and mDrop-seq was performed as described below. The emulsion droplets were collected on ice to preserve the heat shock signal during the droplet encapsulation period.

### 4.3. Fluconazole Stimulation of C. albicans

After *C. albicans* was grown overnight in YEPD, five million cells were counted using a Neubauer Improved (NI) hemocytometer (InCyto, #DHC-N01-2) and diluted into 2 mL of fresh YEPD. A total of one million cells were removed from this pool and put on ice as the control population and processed using mDrop-seq. Fluconazole (Sigma, St. Louis, MO, USA #F8929-100MG) was freshly diluted to 100 µg/mL in fresh YEPD and added to the remaining four million *C. albicans* to a final concentration of 15 µg/mL. The *C. albicans* were then incubated in fluconazole under end-over-end rotation at room temperature for 1.5 and 3 h, removed and put on ice prior to running mDrop-seq.

### 4.4. mDrop-seq Cell Preparation and Co-Encapsulation in Droplets

Yeast cells (*S. cerevisiae* or *C. albicans*) were centrifuged separately at 1000× *g* for 3 min in a swinging bucket centrifuge at 4 °C. The cells were washed twice with ice-cold PBS-BSA. Following the washes, 10 µL of cells were sampled and counted using a NI hemocytometer (InCyto, Cheonan, Korea, #DHC-N01-2). ~1 mL of cells at 700,000 cells/mL suspended in PBS-BSA was placed in a 2.5 mL syringe (BD, Franklin Lake, NJ, USA #309657). A total of 10 µL of RNase Inhibitor (Lucigen, Middleton, WI, USA #F83923) was added per 1 mL suspension immediately before microfluidic encapsulation. A 75 μm DroNc-seq device fabricated in the cleanroom using published design and protocol [23] was used for droplet generation. Cells and beads were co-flowed into the microfluidic device, both at 1.5 mL/h for *S. cerevisiae* and 1 mL/h for *C. albicans*. Cells at 700,000 cells/mL and 4,500,000 droplets/mL gives a Poisson loading distribution with λ = 0.15.

Barcoded beads (ChemGenes, Wilmington, MA, USA, #Macosko-2011-10(V+)) were suspended in DYLB or *C. albicans* lysis buffers at 350,000 beads/mL and kept in suspension by constant stirring with a magnetic tumble stirrer and flea-magnet setup (V&P Scientific, San Diego, CA, USA, #VP 710, #772DP-N42-5-2); the flea magnet is placed in the syringe containing the barcode beads suspended in lysis buffer and the stirrer kept in the vicinity of the syringe during droplet generation. Cells and beads in lysis buffer were co-encapsulated in drops using a surfactant-oil mix (BioRad, Hercules, CA, USA, #1864006) flowed at 8 mL/h in a 10 mL syringe (BD, Franklin Lake, NJ, USA #302995) as the outer carrier oil phase. Droplets were collected at ~3750 droplets/sec for 30 min in 50 mL tubes (Genesee Scientific, San Diego, CA, USA, #28-106).

*Saccharomyces cerevisiae*: Barcoded beads were suspended in Droplet Yeast Lysis Buffer or DYLB, consisting of 6.7% (*w*/*v*) Ficoll PM-400 (GE Healthcare, Chicago, IL, USA, #17-0300-05), 225 mM Tris pH 7.5 (Teknova, Hollister, CA, USA, #T2075), 22 mM EDTA (Fisher, Hampton NH, USA, #BP2482-500), 0.67% sarkosyl (Teknova, Hollister, CA, USA, #S3377), 55 mM KH_3_PO_4_ (Sigma, St. Louis, MO, USA #P5629-25G), 1.3 mM DTT (Teknova, Hollister, CA, USA, #D9750), 0.1% (*v*/*v*) β-mercaptoethanol (Sigma, St. Louis, MO, USA #M6250-10ML), and 450 units/mL zymolyase (Zymo Research, Orange County CA, USA, #E1005); this mix was optimized for *S. cerevisiae* lysis in drops.

*Candida albicans*: Barcode beads were suspended in *C. albicans* lysis buffer containing 6.7% Ficoll PM-400 (GE Healthcare, Chicago, IL, USA, #17-0300-05), 225 mM Tris pH 7.5 (Teknova, Hollister, CA, USA, #T2075), 22 mM EDTA (Fisher, Hampton NH, USA, BP2482-500), 3.3% (*w*/*v*) sarkosyl (Teknova, Hollister, CA, USA, #S3377), 55 mM KH_3_PO_4_ (Sigma, St. Louis, MO, USA #P5629-25G), 1.3 mM DTT (Teknova, Hollister, CA, USA, #D9750), 0.1% (*v*/*v*) β-mercaptoethanol (Sigma, St. Louis, MO, USA #M6250-10ML), 650 units/mL zymolyase (Zymo Research, Orange County CA, USA, #E1005), that was optimized for lysing *C. albicans* in drops.

*S. cerevisiae* and *C. albicans* species mixing: Each yeast cell population, *S. cerevisiae* or *C. albicans* were processed separately as follows: Each yeast species was centrifuged at 1000× *g* for 3 min in a 4 °C swinging bucket centrifuge and washed twice with ice-cold PBS-BSA. Following the washes, 10 µL of each cell aliquot was sampled from each species and counted using a NI hemocytometer.

Two experiments at two different Poisson loading concentrations were performed to calculate doublet rates at these loading conditions: 175,000 cells from each species were combined and the final volume adjusted to 1 mL of PBS-BSA for λ ≈ 0.077; 350,000 cells from each species were suspended in a total volume of 1 mL PBS-BSA for λ ≈ 0.15. Due to the presence of *C. albicans*, the stronger *C. albicans* lysis buffer was used for both experiments.

### 4.5. Cell Lysis, Reverse Transcription, cDNA Amplification and Next Era Library Generation for mDrop-Seq

After droplet collection, the 50 mL tubes were transferred to a 37 °C water bath for zymolyase digestion and lysis for ~20 min; different lysis incubation times ranging from 10–25 min were tested, both for *S. cerevisiae* and *C. albicans*. After the incubation, the Drop-seq protocol was followed for breaking droplets, collecting barcode beads with mRNA hybridized onto them and washing them in 6x Saline-Sodium Citrate (Teknova, Hollister, CA, USA, #S0282) [1]. Reverse transcription was performed in 1.5 mL microfuge tubes under end-over-end rotation using a modified Reverse Transcription mix (1x Maxima H- RT buffer, 4% Ficoll PM-400 (GE Healthcare, Chicago, IL, USA, #17-0300-05), 3 mM MgCl_2_ (Sigma, St. Louis, MO, USA #M1028), 1 M Betaine (Sigma, St. Louis, MO, USA #14300), 1 mM dNTPs (Clontech, San Francisco, CA, USA, #639125), 1 U/μL Rnase Inhibitor (Lucigen, Middleton, WI, USA #F83923), 2.5 μM Template-Switching Oligo primer, (Integrated DNA Technologies, Coralville, IA, USA, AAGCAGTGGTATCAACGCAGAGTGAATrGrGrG), and 10 U/μL Maxima H- RT enzyme (ThermoScientific, Waltham, MA, USA #EP0751) with a 30 min incubation at room temperature, followed by a 90 min incubation at 50 °C. This generated barcoded cDNA affixed to the barcoded beads referred to as Single Transcriptome Attached to MicroParticles or STAMPs. The beads were then washed once in 0.5% SDS (Teknova, Hollister, CA, USA, #S0288), twice in 0.02% Tween 20 (Teknova, Hollister, CA, USA, #T0710) both prepared in TE buffer (Teknova, Hollister, CA, USA, #T0228) and treated with Exonuclease I digestion (Fisher, Hampton, NH, USA, #M0293L). The total number of STAMPS collected was counted manually under the microscope. cDNA amplification was performed on RNA-DNA conjugates attached to ~120,000 barcode beads in a 96-well plate (Genesee Scientific, San Diego, CA, USA, #24-302) loaded at 10,000 STAMPs per well. The STAMPS were amplified for 17 PCR cycles, using Kapa Hifi Hotstart 2x Mastermix (Fisher, Hampton, NH, USA, #NC0465187) and Drop-seq PCR primer (Integrated DNA Technologies, Coralville, IA, USA, AAGCAGTGGTATCAACGCAGAGT) [1]. Post-PCR cleanup was performed by removing the STAMPs and pooling the supernatant from the wells together into a single 1.7 mL low-retention tube (Genesee Scientific, San Diego, CA, USA, #22-281LR) along with 0.6X Ampure XP beads (Beckman Coulter, Brea, CA USA, #A63880) [1]. After adding the Ampure beads to the PCR product, the tube was incubated at room temperature for 2 min on a thermomixer (Eppendorf Thermomixer^®^ C, Eppendorf, Germany, #5382000023) set to 1250 rpm, and for another 2 min on bench for stationary incubation. Next, the tube was placed on a magnet and washed 4X times using 1 mL ethanol (Sigma, St. Louis, MO, USA #E7023) at 80% concentration in each wash. cDNA was eluted in ultra-pure water (Life Tech, Carlspan, CA, USA, #10977-023) at 2.5 μL/well and the concentration and library size were measured using Qubit 3 fluorometer (Thermo Fisher, Waltham, MA, USA) and BioAnalyzer High Sensitivity Chip (Agilent, Santa Clara, CA, USA, #5067-4626). Representative traces of cDNA libraries of *S. cerevisiae* and *C. albicans* are shown Figure S12B,C, respectively.

500 pg of the cDNA library was used in Nextera library (Illumina, San Diego, CA, USA, #FC-131-1096) preparation, following the original Drop-seq protocol, with a 3 min 72 °C incubation step added at the beginning of the thermo-cycling program to yield Nextera libraries averaging 500–700 bp [1,23].

### 4.6. Population-Level RNA-Seq Library Preparation of S. cerevisiae and C. albicans

We performed the same standardized procedure to prepare bulk RNA-seq libraries for *S. cerevisiae* and *C. albicans* as follows: We lysed ~8,000,000 cells each using DYLB (*S. cerevisiae*) and *C. albicans* lysis buffer (*C. albicans*) and incubation at 37 °C for 20 min. Total RNA was extracted from each lysate using the Direct-zol RNA Miniprep Plus kit (Zymo Research, #R2071), assessed RNA quality using Qubit HS RNA Assay (Invitrogen, Waltham, MA, USA, #Q32852) and diluted to 25 pg/µL. The total RNA library was annealed to 5′-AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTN-3′ primer (Integrated DNA Technologies, Coralville, IA, USA,) that allow polyA selection of mRNA and template switching, similar to Drop-seq. Briefly, 11 µL of total RNA library was mixed with 11 µL of 10 µM primer above, 11 µL of 10 mM dNTP (Takara, #639125), 13.75 µL of ultra-pure water and 2.75 µL of RNase Inhibitor (Fisher, Hampton NH, USA, #NC1081844), and incubated at 75 °C for 3 min on a PCR thermocycler. A reverse transcription master-mix consisting of 11 µL of 5X Maxima RT buffer, 2.2 µL of H_2_O, 11 µL of 5 M Betaine (Sigma, St. Louis, MO, USA #14300-500G), 1.65 µL of 100 mM MgCl_2_ (Sigma, St. Louis, MO, USA #M1028), 2.2 µL of 50 µM Drop-seq TSO primer (Integrated DNA Technologies, Coralville, IA, USA, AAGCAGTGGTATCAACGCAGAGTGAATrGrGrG), 1.1 µL of RNase inhibitor (Fisher, Hampton NH, USA, #NC1081844) and 2.75 µL of Maxima H-RTase enzyme (Fisher, Hampton NH, USA, #FEREP0753) was added immediately after the annealing step. The final RT reaction volume of 45 µL was pipetted several times to mix, centrifuged briefly to spin down the contents and incubated on a PCR thermocycler using the following program: 42 °C for 90 min; 5 cycles*(42 °C for 2 min, 50 °C for 2 min); 70 °C for 15 min, to perform reverse transcription of the polyadenylated mRNA selectively annealed to the primer above. The cDNA was amplified for 12 cycles for *S. cerevisiae*, and 13 cycles for *C. albicans*, using Drop-seq PCR primer (Integrated DNA Technologies, AAGCAGTGGTATCAACGCAGAGT) and KAPA HiFi HotStart ReadyMix PCR Kit (Fisher, Hampton NH, USA, #NC0465187K). Amplified cDNA was quantified using Qubit and BioAnalyzer, followed by Nextera library (Illumina, San Diego, CA, USA, #FC-131-1096) generation.

### 4.7. Sequencing

Nextera libraries of samples, including bulk RNA-seq, were loaded at ~ 15 pM concentration and sequenced on an Illumina NextSeq 500 using the 75 cycle v3 kits for paired-end sequencing. A total of 20 bp were sequenced for Read 1, 60 bp for Read 2 using Custom Read 1 primer, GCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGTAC (Integrated DNA Technologies), according to protocol. Due to the low complexity of yeast cDNA libraries, Illumina PhiX Control v3 Library (Illumina, San Diego, CA, USA, #FC-110-3001) was added at 5–10% of the total loading concentration for all sequencing runs. Samples for each experiment were loaded at 7–15% of a NextSeq 500 lane and yielded 10–40 million reads for each sample. Some samples were sequenced twice, depending on library complexity. For these samples, the Fastq files were concatenated using the UNIX zcat function before running the *dropRunner* pipeline. Data are available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154515 (accessed on 28 October 2021).

### 4.8. mDrop-Seq Data Preprocessing, Alignment and Quality Control

There were ~5000–10,000 cells processed per sample and each library was sequenced at ~40–90 million reads. We developed a Snakemake [55] protocol called dropRunner that takes paired-end reads in FASTQ format as input and produces an expression matrix corresponding to the UMI of each gene in each cell. The protocol initially performs FastQC [56] to obtain a report of read quality. The reports are later inspected manually to ensure high-quality reads were generated. Next, it creates a whitelist of cell barcodes using umi_tools [57] 0.5.3, which is a list of the top 10,000 valid cell barcodes in terms of number of reads. Next, reads were aligned to the respective yeast genomes using STAR [52] 2.7.0a. STAR 2.7 introduced STARsolo, a turnkey solution for processing droplet single-cell RNA-seq data built directly into the STAR aligner. The whitelist and paired-end reads are used as input for STARsolo, which performs alignment, gene UMI counting, and cell-barcode-filtering in one step. STARsolo uses a heuristic approach for filtering cells with low or noise-level UMI counts. It does so by constructing a UMI count rank plot for each cell (a knee-plot) and picks a cut-off based on the knee of the curve. The pipeline can be found at GitHub (aselewa/dropseqrunner). The filtered digital expression matrices from STARsolo were loaded in Seurat (v3.1.1), an R package for downstream single-cell transcriptome analyses.

All data from *S. cerevisiae* were aligned to the *Saccharomyces cerevisiae* reference genome, version sacCer3_s288c (https://www.yeastgenome.org/strain/S288C, accessed on 28 October 2021) obtained from the *Saccharomyces* Genome Database (SGD). *C. albicans* data aligned to *Candida albicans* SC5314 reference genome, version A21-s02-m09-r10 (http://www.candidagenome.org/download/gff/C_albicans_SC5314/Assembly21/, accessed on 28 October 2021).

### 4.9. Bulk RNA-Seq Data Processing

Two sets of bulk RNA-seq data obtained from *S. cerevisiae* and *C. albicans* were assessed for read quality using *FastQC*, mapped to the respective genomes described above using *STAR* 2.7.0a aligner [52], and RNA counts were generated from the bam files using *FeatureCounts* [58]. Read lengths were down-sampled during alignment using the *STAR* aligner, “-clip3pNbases” and “-clip5pNbases” parameters. Count matrices for the two yeast species were compared to their corresponding mDrop-seq datasets using the Seurat package.

### 4.10. Clustering Cells and Generating UMAP

We followed the analysis pipeline recommended by Seurat. Data were normalized and scaled using default commands provided by the Seurat package in R. Seurat was used to calculate the gene dispersion and mean expression to find highly variable genes. This reduces the computational time of PCA compared to using the full set of genes. Highly variable genes were used to calculate the PCs for the yeast mDrop-seq data. An elbow plot displaying the variation explained by each PC was used to determine the number of PCs needed to explain the majority (>90%) of the variation. The top PCs determined in this way were used to perform clustering which was visualized with Uniform Manifold Approximation and Projection (UMAP) [26].

### 4.11. Calculating Doublet Rates from Species Mixing Experiments

An mDrop-seq dataset containing a mix of *S. cerevisiae* and *C. albicans* cells was aligned once to the *S. cerevisiae* genome and again separately, to the *C. albicans* genome. Cells were removed based on data quality. The 7% Poisson loading experiment had gene cutoffs of 50 for both experiments, while the 15% Poisson loading experiment had cutoffs of 275 and 400 for *S. cerevisiae* and *C.* *albicans*, respectively. We identify cell barcodes that capture genes from both *S. cerevisiae* and *C. albicans* genomes. Due to the similarities between the yeast genomes caused by shared ancestry, there are genes that will map to both species. This was checked by taking a *C. albicans* dataset and mapping it to the *S. cerevisiae* genome, and vice versa, to identify the genes common to both species. After removing these common genes from the mixed-species dataset, we identified the cell barcodes that show significant mapping (>50 genes) to both genomes as true doublets.

### 4.12. Batch Correction

Dataset merging and batch correction were performed using the *Anchor Integration* function in the Seurat package. Datasets were independently normalized and highly variable genes were detected using gene dispersion and mean expression. The datasets were scaled before running the *Canonical Correlation Analysis* (CCA) function in Seurat to determine dataset anchors and merge the objects. A new integrated dataset was then created using the detected anchors. This integrated dataset was used for dimensional reduction and clustering analyses.

### 4.13. Cell Cycle Analysis

Lists of genes that serve as cell cycle phase markers for G1, S, and G2M phases were obtained from Spellman et al. [59] for *S. cerevisiae* and the Candida Genome Database for *C. albicans* [60]. Cell cycle assignment was made based on the G1, S, and G2M markers for cell-cycle phases. The *AddModuleScore* function implemented in Seurat was used to calculate cell-cycle scores for each phase. This function sampled random genes as a control set; the number of the genes in the control set was determined by the number of markers in the cell-cycle gene lists. Since there were three such lists of markers, the minimum size of cell-cycle marker lists was used. For each cell, the largest module score was selected among the three phases and the corresponding cell cycle phase for the selected module score was assigned to the cell. A threshold on the selected module score was applied to ensure the cell cycle assignment was robust. If all module scores for a cell were below zero, the phase for the cell was left undecided and counted as “Not Assigned” or NA in Supplementary Table S2.

This module score list was used with Seurat to create a column in the object metadata containing the assigned cell-cycle phase. Cell-cycle phase metadata was used to calculate PCs instead of highly variable genes. Cell-cycle variation was regressed out during data scaling and centering. The expression percentage and level for the G1, S, and G2M marker genes were visualized using dot plots where the size of the dots indicates the percentage of cells expressing a marker and the color intensity reflects normalized expression.

### 4.14. Hierarchical Clustering of Cells

To investigate variations in single-cell expression that are not related to cell division and proliferation, the cell cycle effects were removed when scaling the gene expression per cell. The module scores for each of the G1, S, and G2M phases were regressed out against each gene. PCs and Shared Nearest Neighbor (SNN) graph [61] were constructed from the scaled gene expression matrix.

### 4.15. Trajectory Analysis on Single-Cell Data

To trace the lineage or process of temporal activation in yeast cells in response to external stimuli such as heat shock or fluconazole treatment, trajectory analysis [29] was performed on the single-cell data from control and stimulated cells. Datasets from different conditions/time points were integrated using anchor-based integration described above. The R-based pipeline, Monocle 2 (v 2.10) was used to process the data and construct the trajectory.

The genes used to order cells along the pseudo-time trajectory, or ordering genes were set based on differentially expressed (DE) genes obtained from unsupervised clustering in Seurat. DE genes with q-value <0.01 were selected as the ordering genes in Monocle. The count matrix was log-transformed after adding one to the counts to eliminate logarithms of zero values. PCA was performed on the normalized count matrix using the ordering genes and the top variable PCs were selected based on the scree plot of variance explained per component. The PCs were reduced into a tree structure by Discriminative Dimensionality Reduction with Trees (DDRTree) [62]. The backbone of the tree branches formed the cell trajectory. The root of the trajectory was set as the tip of the tree branch that contained the largest number of cells from the control sample, and each cell was ordered in pseudo-time based on the root. During the PCA and DDRTree dimension reduction phases, we removed any cell cycle effects by specifying the G1, S, and G2M module scores obtained from Seurat as variables to be linearly subtracted from the data to look for changes in gene expression that are independent of cell-cycle effects as response of external stimuli.

## 5. Conclusions

We introduce mDrop-seq, a droplet-based RNA sequencing of fungal species at single-cell resolution and high throughput. We applied mDrop-seq on two important yeast species, viz., *S. cerevisiae*, a model organism commonly used to study fundamental processes in biology, and *C. albicans*, a common, clinically relevant pathogen. We were able to identify cellular subsets and their expression profiles within the larger population that show cell-budding activity, histone synthesis, etc. To our knowledge, this is the first work that performs single-cell RNA-seq on *C. albicans* at high throughput. Modestly priced and based on established protocols that are easy to implement, we anticipate that mDrop-seq will be instrumental for understanding the basis on phenotypic and functional variability in fungal species in a wide range of contexts, including medical treatment of fungal pathogens, understanding basic biological processes in model organisms, and production of biologics.

## Figures and Tables

**Figure 1:**
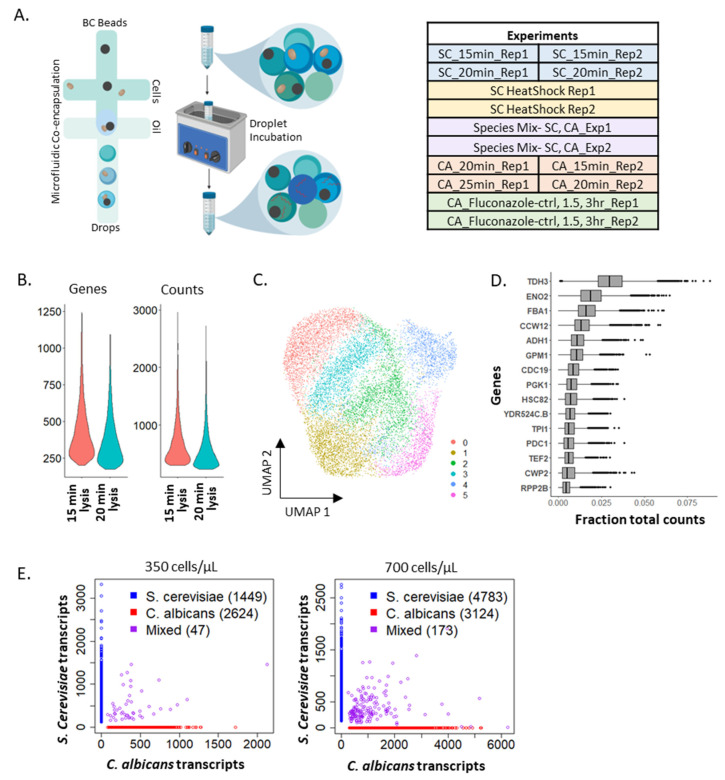
mDrop-seq of *Saccharomyces cerevisiae* cells. (**A**) mDrop-seq experimental schematic (left) and list of mDrop-seq experiments on different yeast samples (right). (**B**) Number of genes and UMI detected for each cell at two cell lysis times: 15 and 20 min. (**C**) UMAP visualizing the clustering on 12,012 *S. cerevisiae* cells. (**D**) Boxplot displaying the top 15 genes expressed by fraction of total counts for 15 and 20 min lysis times. (**E**) Species-mixing plots where each dot depicts a unique cellular barcode that align to *S. cerevisiae* (blue), *C. albicans* (red), or both genomes (purple). Two Poisson loading concentrations of 350 cells/µL (left; λ = 0.08) and 700 cells/µL (right; λ = 0.15) were tested. (**A**) was generated using BioRender.com.

**Figure 2:**
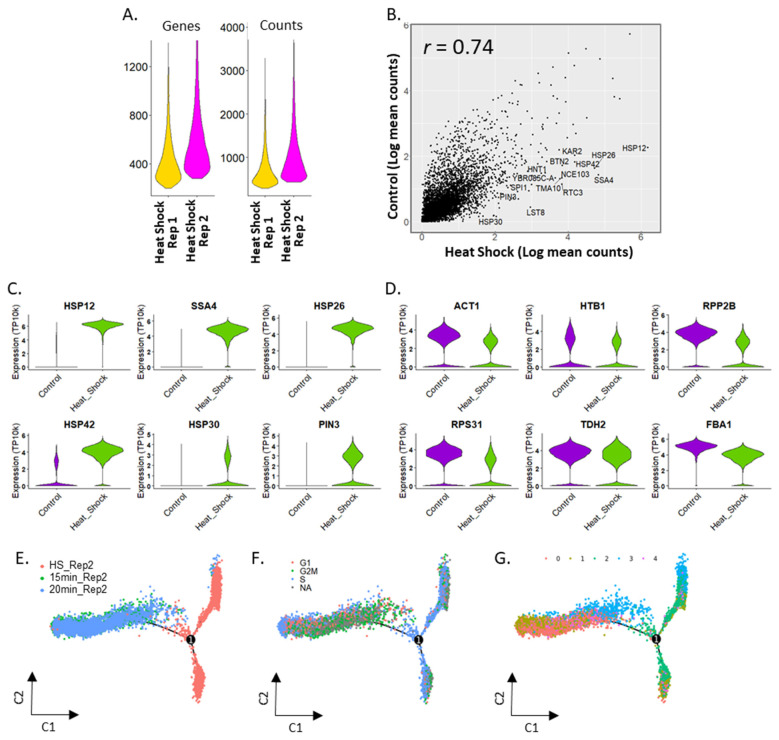
Heat shock treatment of 26,019 *Saccharomyces cerevisiae* cells profiled using mDrop-seq. (**A**) Violin plots displaying the number of genes and UMI for heat shock replicates. (**B**) Correlation between average gene expression values for the control and heat shock *S. cerevisiae* datasets. (**C**,**D**) Violin plots displaying expression differences in control and heat shock datasets for (**C**) heat shock-related genes, and (**D**) “house-keeping” (actin, histones, ribosomal, and glycolysis) genes. (**E**–**G**) Pseudo-time trajectory of gene expression inferred from the combined control and heat-shocked *S. cerevisiae* dataset shown in this figure. Colors indicate: (**E**) experimental time-points, (**F**) Cell cycle stages (cells that could not be assigned to a cell cycle stage are marked NA), and (**G**) cell-type clusters shown in Figure S4A.

**Figure 3:**
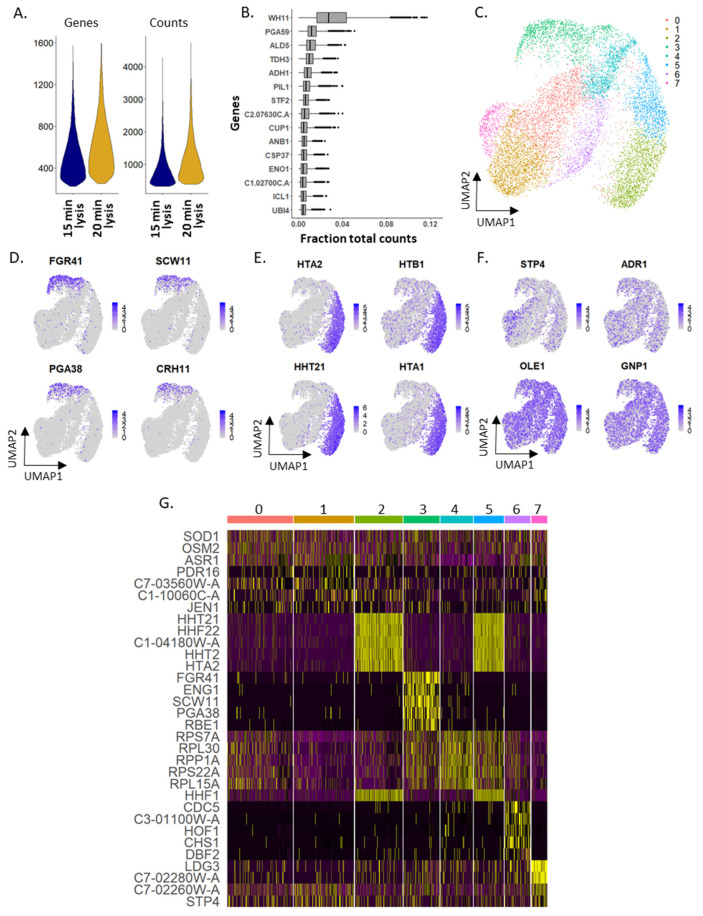
mDrop-seq of 10,314 *Candida albicans* cells, replicate 2. (**A**) Violin plots of genes and UMI counts per cell. (**B**) Boxplot of 15 genes with highest expression in *C. albicans*, plotted by fraction of total counts. (**C**) UMAP displaying the clustering analysis of 10,314 *C. albicans* cells after batch correction. (**D**–**F**) Feature plots displaying: (**D**) GPI-anchored cell wall proteins that represent markers for cluster 3, (**E**) histone tail genes that represent markers for clusters 2 and 5, (**F**) genes for transcription factors, fatty acid biosynthesis, and hyphal formation involved with *C. albicans* virulence. (**G**) Heatmap displaying expressions of the top marker genes for each cluster.

**Figure 4:**
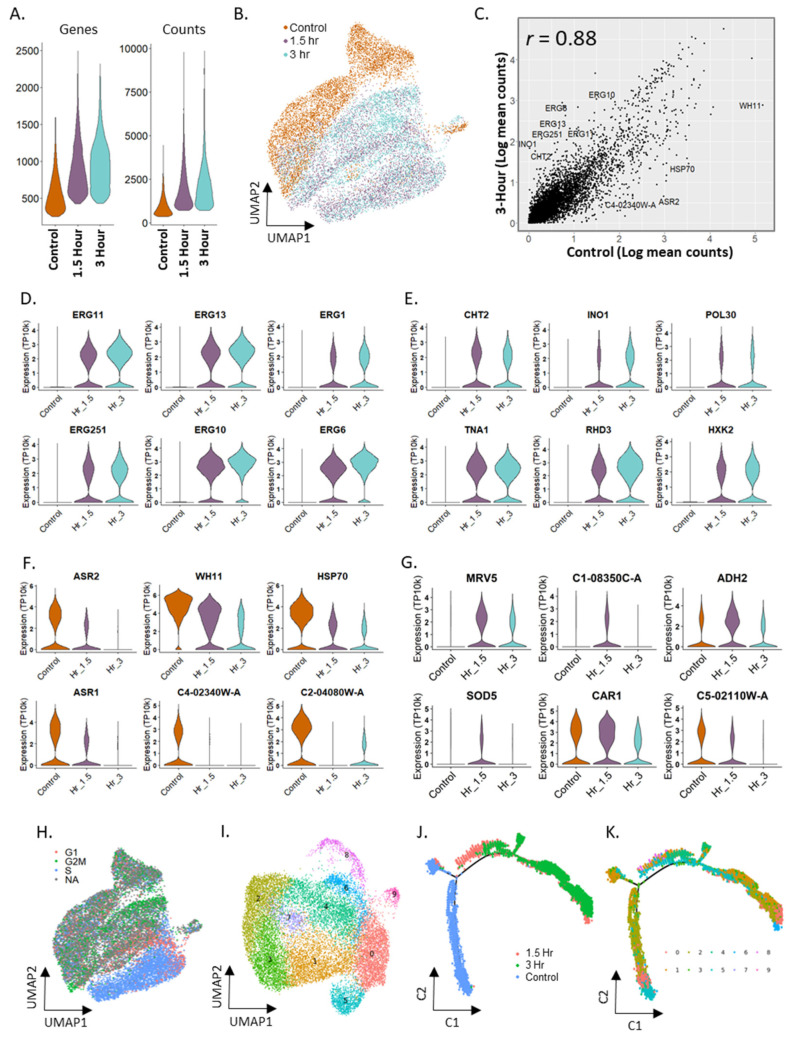
Fluconazole treatment of 15,503 *Candida albicans* cells profiled using mDrop-seq. (**A**) Number of genes and UMI for each fluconazole treatment times. (**B**) UMAP displaying the clustering of the combined control and fluconazole data. (**C**) Correlation between the control and 3 h fluconazole exposed yeast for gene expression. (**D**) Violin plots displaying expression in control and fluconazole datasets for several ergosterol biosynthesis genes. (**E**) Violin plots displaying the expression differences of genes detected at significantly higher expression in fluconazole treated data. (**F**) Violin plots of gene expression show significantly higher expression in the control data. (**G**) Violin plots of DEGs for the 1.5 h fluconazole exposed data. (**H**) Cell cycle assignment on the integrated control and fluconazole data. (**I**) UMAP of the integrated data after cell cycle regression. (**J**,**K**) Pseudo-time trajectory of the combined data inferred using Monocle. Colors indicate: (**J**) experimental time-points, and (**K**) cell-type clusters shown in I.

## Data Availability

All sequenced Data are available at the NCBI Gene Expression Omnibus (GEO): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154515 (accessed on 28 October 2021).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/vaccines10010030/s1, File S1: Supplementary Material.

How the deposited data were processed for this re-analysis (not part of the article)

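Bulk RNA-seq counts of untreated S. cerevisiae and untreated C. albicans were analysed, 1 library per species. The mDrop-seq libraries and the public datasets were not analysed here. The authors checked the reads with FastQC, aligned them with STAR 2.7.0a, clipping bases at the read ends, and counted them on genes with featureCounts. The deposited values are raw counts per listed feature, without normalization. The strand, multi-mapping and overlap settings of the counting are not given in the sources used here. No row without a feature name was present, so the total of all rows was taken as the depth: 11276011 counts in S. cerevisiae and 14538717 in C. albicans. Sequencing libraries of both species were made with the same protocol apart from the lysis buffer and the number of cDNA cycles (12 and 13).

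From the counts, CPM were computed as counts per 1000000 of the total. Shares carry exact Clopper-Pearson 95% intervals and CPM exact Poisson 95% intervals, and a count of 0 was given the limit of 3 counts of the total. These cover counting error only. With 1 library per species no test between samples was made and no p-value was computed. Split-library correlations are Pearson r across features between random parts of 1 library, with 100 draws and a fixed seed. They were tested on simulated data: for Poisson counts with the means of the S. cerevisiae features, parts of 10000 counts gave an r of 0.980 where 0.979 was calculated, and for C. albicans 0.967 where 0.966 was calculated. Neither the split nor the simulation accounts for PCR copies of the same molecule. Gene sets were fixed by symbol before the data were examined. The pattern for ribosomal protein genes also takes RPP1, whose product is not a ribosomal protein, and it was kept as fixed. Named genes are the 15 highest features, the genes of Fig. 1D, the genes the paper names for untreated cells, its housekeeping, ergosterol and stress genes, and the genes deleted in BY4741. The paper names PDA1 and the ergosterol genes for C. albicans, and the S. cerevisiae genes with the same symbols were taken.

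Positions, coding lengths and sequence of S. cerevisiae are those of the R64 assembly and its annotation. Of 6600 listed features 5917 were found in it, and the other 683 are ORFs that the annotation does not hold. Their positions were inferred: a systematic name gives the chromosome arm, the order along it and the strand, and the longest reading frame on that strand between the neighbouring genes was taken. Frames inside an annotated gene of the same strand were passed over. A first rule placed 629 of the 683. It was replaced by a second rule, with a wider window for names with a letter suffix, and with a shortest reading frame of 225 nt in place of 75 nt for all names, after the count of CDC19 and its lack of overlap under the first rule had been seen. The second rule placed 612. Applied to 5624 annotated genes with 1 coding segment, the first rule found the exact position of 88.8% and the second of 89.5%. For the 262 of these with a suffixed name the shares were 7.25% and 22.9%, so the positions of suffixed ORFs are poorly known. The check used only genes that the annotation holds, so its shares may not apply to the ORFs placed here, with or without a suffix. Results that rest on these positions were computed under both rules, and the rule is named where only one value is given. The 3' end of a gene is its last 300 nt. Sequence uniqueness is the share of 60-mers of a gene that occur once in the genome.

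The C. albicans identifiers matched 0 of the gene identifiers and names in the annotation used here. Gene sets, ranks of named genes, lengths and the comparison of same-symbol genes between the species were therefore not analysed here. Mitochondrial features of C. albicans were not analysed either, since no source used here says which identifiers are mitochondrial. The 20 identifiers beginning with CaalfMp held 1453 counts or 0.009994% of the C. albicans total. The S. cerevisiae file lists no rRNA, tRNA, snRNA or snoRNA features, so only its 28 mitochondrial features, with 0.0254% of the counts, were left out in the alternatives that name them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.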

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

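Of the 683 listed S. cerevisiae ORFs that the R64 annotation does not hold, 285 had more than 3 counts, above the limit that a count of 0 allows, in features the paper does not discuss. Together the 683 ORFs held 21074 counts or 0.187% of the total, with a median of 2 counts against 354 for annotated features. YDR133C had the most, 4240, and was singled out after its value was seen. The tests of this pattern were chosen after the counts had been seen. If reads of a surrounding gene had been counted on both features, ORFs inside annotated genes would follow those genes. The median count of the 119 ORFs placed inside annotated genes under the second placing rule was 0, against 292 for the genes they lie in. Under the first rule the median was 0 against 244, over 160 ORFs. Both rules place ORFs inside genes of the opposite strand only. The medians thus argue against counting on both features only if the strand was not used, and whether it was used is not given. Reads of a partly overlapping gene are another candidate explanation. The Spearman rho between the counts of 416 partly overlapping ORFs and of the genes they overlap was 0.0458 under the second rule, and 0.0646 over 404 ORFs under the first, across ORFs that are not independent and mostly near the floor. Against this, the ORFs placed across the ends of GPM1 and PGK1 under both rules had 759 counts (YKL153W) and 833 (YCR013C), and YAL037C-B, placed across the end of CDC19 under the second rule only, had 465, far above the median of 3 for partly overlapping ORFs; these ORFs were singled out after their values were seen. ORFs that overlap no annotated gene also had a median of 3 (77 under the second rule, 65 under the first), which gives no sign that overlap raises the counts of these ORFs as a set. A loss of reads at overlapped genes would also weaken the rho, so the explanation stays open. Transcription of these ORFs themselves, antisense or not, was not tested, and the design names no condition that would bear on it.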

How the results depend on the processing

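The settings on the overlap of ribosomal protein genes were chosen after the data were seen; the other alternatives were set before the data were examined. Of 62 alternative values, 31 stayed within the counting interval, the range of the draws or a factor of 1.5 of the value as reported, 30 moved and 1 reversed. No paired analysis was possible because each species has 1 library and no result comes from a test between samples.

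The Spearman rho of count and coding length in S. cerevisiae was -0.0596 with at least 10 counts and 0.0152 with at least 1 count, and the cause was not tested. Counting 50 features raised the share of the highest features by construction, to 37.4% in S. cerevisiae and 28.2% in C. albicans. The split-library r of S. cerevisiae was 0.997 on log2(CPM + 1), 0.992 on log2(CPM + 0.1), 0.998 on log2(CPM + 10) and 0.980 with parts of 10000 counts. In C. albicans these were 0.998, 0.995, 0.999 and 0.967. The share of the sum of squares on the highest feature was 0.227% and 0.220% on log2(CPM + 1). Leaving out CCW12 moved the share of ribosomal proteins to 37.1%, glycolysis and fermentation to 12.3%, core histones to 0.950%, heat shock proteins to 0.857% and the ergosterol pathway to 0.448%, through the smaller total. Genes detected stayed within a factor of 1.5 under every minimum tried, and C. albicans thinned to the S. cerevisiae total had 5915 detected features (median of 100 draws). The number of Fig. 1D genes among the 15 highest stayed at 8. By count per base of coding length, TDH3 ranked 4, ENO2 8, FBA1 9, RPP2B 14 and HSC82 182.

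For the overlap of ribosomal protein genes, 12 settings were run: either placing rule, whole gene or 3' end, and any overlap, over 10% or at least 50%. The median count of the overlapped genes lay between 305 and 4957, and its percentile among random lists between 0 and 3.74. The setting looked at first gave 3223.

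Not run for C. albicans, for lack of gene names and lengths: gene sets, ranks and length alternatives. The same-symbol comparison was not run for the same reason. The mitochondrial alternative was also not run, since no source used here says which identifiers are mitochondrial.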

Other observations

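All tests of explanations in this part were chosen after the counts had been seen. The gene sets were fixed before, but CDC19, GPM1 and PGK1 were singled out within them, and single ribosomal protein genes named, after their counts were seen.

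Of the 15 genes with the highest expression in mDrop-seq (Fig. 1D), 8 were among the 15 highest features of the S. cerevisiae bulk library. In the bulk library TDH3 ranked 2, ENO2 3, FBA1 5, RPP2B 31 and HSC82 69. By count per base of coding length these ranks were 4, 8, 9, 14 and 182. TEF2, also of Fig. 1D, had 8144 counts and ranked 201, and 9.10% of its 60-mers occur once in the genome. How reads that map to several places were counted is not given. Whether counting kept some genes of Fig. 1D out of the 15 highest thus cannot be told. The mDrop-seq libraries are other samples. Of the stress genes named by the paper, HSP12 had 666 counts, HSP42 292 and HSP26 157. The housekeeping gene PDA1 had 7406 counts, and the ergosterol genes ERG1, ERG6, ERG10, ERG11 and ERG13 had 2099, 5359, 6213, 4932 and 2537 counts in this order. The paper names PDA1 and these ergosterol genes for C. albicans. The values here are of the S. cerevisiae genes with the same symbols, in untreated cells.

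CDC19, GPM1 and PGK1, which are among the genes of Fig. 1D, had few counts in bulk: CDC19 (chromosome I, 71786 to 73288) had 235 and ranked 3718, GPM1 (chromosome XI, 163642 to 164385) had 1165 and ranked 1149, and PGK1 (chromosome III, 137746 to 138996) had 913 and ranked 1426. Low glycolytic expression in this culture is argued against by the 6 glycolysis and fermentation genes among the 15 highest features, as a cause common to the pathway. Lower expression of single genes was not tested. PYK2 (102 counts), HXK1 (253) and GLK1 (1038) of the same set were as low. PYK2 and GLK1 have no overlap of the 3' end under either placing rule, so low counts in this set also occur without it. Whether PYK2 and GLK1 were simply little expressed was not tested, so their counts do not weigh against overlap as a cause in GPM1 and PGK1. Reads shared with near-identical copies are argued against by sequence, since 100% of the 60-mers of each of the 3 genes occur once in the genome. GC content is argued against because all 3 lie within the range of those 6 genes (44.3% to 48.1%). Of the 3 genes, 2 also lie within their range of coding lengths, and GPM1, with 744 nt, is shorter than the shortest, with 747 nt. Short length is argued against by the 6 features among the 15 highest with a shorter coding sequence than GPM1.

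A candidate explanation is that reads overlapping another listed feature were not counted. The 3' ends of GPM1 and PGK1 are overlapped over 100% of 300 nt by the inferred positions of YKL153W and YCR013C, under both placing rules. The ribosomal protein genes, a set fixed before the data were examined, served as the test. Overlap over the whole gene was looked at first, and the 3' end only after RPL8B (43992 counts), RPP0 (74860) and RPS2 (96729) were seen to be high despite overlap. With any overlap anywhere in the gene under the first placing rule, 15 of 138 genes had a median count of 3223 against 24811 for the rest, at percentile 0 of 10000 random lists of the same size. With any overlap of the 3' end under the second rule, 10 genes had a median of 2129 against 24855, at percentile 0. In all 12 settings run, the percentile was below 5, the highest being 3.74. Under the second rule, 5 genes were overlapped outside the 3' end only. Their median was 45720 against 24664 for genes without overlap, at percentile 91.9. Under the first rule the 6 such genes had a median of 44856 against 24811, at percentile 93.9. A low median was thus not seen in these groups, which leave out the genes with an overlapped 3' end. These groups hold RPL8B, RPP0 and RPS2, which prompted the 3' window. Because the 3' window was chosen after counts of these same genes were seen, neither comparison is independent of that choice, and why overlap there goes with lower counts stays open. RPS27A, overlapped outside the 3' end only under the first rule, had 2584 counts, unlike the 3 high genes named above. RPL36A, overlapped outside the 3' end only under both rules, had 8356 counts, below the median of genes without overlap. RPL21A, with 45720 counts, was overlapped over only 0.918% of the gene. RPL13B, with 41.3% of its 3' end overlapped under the second rule, had 42909 counts. Among genes with at least 90% unique 60-mers, the 9 with an overlapped 3' end under the second rule had a median of 2662 against 30367, and the 7 under the first rule a median of 1596 against 30367. Over annotated genes overlapped by no inferred ORF, the 95 with a 3' end overlapped by another annotated gene had a median of 30 against 373 under the second rule, and the 93 under the first a median of 30 against 375, but these were not matched on kind of gene. The explanation stays a hypothesis for GPM1 and PGK1, since the counting settings were not given in the sources used here.

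For CDC19 the same explanation stays open. Under the first placing rule 0% of its 3' end was overlapped, and under the second, written after this was seen, 100% (by YAL037C-B). The check on annotated genes gives the exact position of 7.25% of suffixed names under the first rule and 22.9% under the second, so neither settles it.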
